# Immune regulation of ovarian development: programming by neonatal immune challenge

**DOI:** 10.3389/fnins.2013.00100

**Published:** 2013-06-12

**Authors:** Luba Sominsky, Alexander P. Sobinoff, Matthew S. Jobling, Victoria Pye, Eileen A. McLaughlin, Deborah M. Hodgson

**Keywords:** LPS, TLR4, MAPK, neonatal, immune challenge, reproductive development

## Abstract

Neonatal immune challenge by administration of lipopolysaccharide (LPS) produces enduring alterations in the development and activity of neuroendocrine, immune and other physiological systems. We have recently reported that neonatal exposure to an immune challenge by administration of LPS results in altered reproductive development in the female Wistar rat. Specifically, LPS-treated animals exhibited diminished ovarian reserve and altered reproductive lifespan. In the current study, we examined the cellular mechanisms that lead to the previously documented impaired ovulation and reduced follicular pool. Rats were administered intraperitoneally either 0.05 mg/kg of LPS (*Salmonella Enteritidis*) or an equivalent volume of non-pyrogenic saline on postnatal days (PNDs) 3 and 5, and ovaries were obtained on PND 7. Microarray analysis revealed a significant upregulation in transcript expression (2-fold change; *p* < 0.05) for a substantial number of genes in the ovaries of LPS-treated animals, implicated in immune cell signaling, inflammatory responses, reproductive system development and disease. Several canonical pathways involved in immune recognition were affected by LPS treatment, such as nuclear factor-κB (NF-κB) activation and LPS-stimulated mitogen-activated protein kinase (MAPK) signaling. Quantitative Real-time PCR analysis supported the microarray results. Protein expression analysis of several components of the MAPK signaling pathway revealed a significant upregulation in the expression of Toll-like receptor 4 (TLR4) in the neonatal ovary of LPS-treated animals. These results indicate that neonatal immune challenge by administration of LPS has a direct effect on the ovary during the sensitive period of follicular formation. Given the pivotal role of inflammatory processes in the regulation of reproductive health, our findings suggest that early life immune activation via TLR signaling may have significant implications for the programming of ovarian development and fertility.

## Introduction

Worldwide there is a trend for declining fertility. This is particularly apparent for the female population, whereby 10.9% of women suffer from impaired fertility and 6% are infertile (Martinez et al., 2012). Decreased female fecundity has been related to advanced maternal age but the increasing representation of young women in this category (Martinez et al., 2012), suggests a more complex epidemiology. Accumulating evidence points to the critical role of the early life environment in the establishment of reproductive health. Substantial epidemiological and experimental evidence indicates that adult physiological function and health status may have their origins in the early developmental period (Barker and Osmond, 1986; Barker et al., 1989; Barker, 1990). Plasticity during the perinatal period allows adequate adaptation of an organism to given environmental conditions and predicts later life functioning. While physiological plasticity holds a beneficial value for the developing organism, exposure to adverse environmental conditions during critical maturational periods, may result in alterations to the normal developmental trajectory, increasing susceptibility to physiological malfunction and pathology in later life. The process by which early life environment can have permanent effect on physiological systems has been described as *perinatal programming* (Welberg and Seckl, 2001; Davies and Norman, 2002).

One of the major physiological systems that undergoes development and maturation during foetal and early postnatal life is the immune system. Due to functional immaturity of the neonatal immune system in both animals and humans, there is increased susceptibility to infections and a lower response to immunogenic stimuli when compared to that of the adult (Vosters et al., 2010). The impaired immune responses, upon exposure to infectious agents, during the perinatal period have been associated with the decreased capacity of the neonate to develop mature protective T helper type 1 immune responses (De Wit et al., 2003). As such, low levels of proinflammatory cytokines have been detected in response to immune stimulation by LPS and *Staphylococcus epidermidis* as documented in neonatal rats and mice, as well in human cord blood (Angelone et al., 2006; Hartel et al., 2008; Hodyl et al., 2008). The development of the immune system is well-established to be dependent on the immune, autonomic and endocrine signals that it receives early in life (Holladay and Smialowicz, 2000; Zakharova, 2009; Fagundes et al., 2012). This physiological programming of the immune system and its relationship to later life pathology has been associated with a number of long-term health outcomes mediated by inflammatory pathways including, a predisposition to asthma, allergies, autoimmune diseases, metabolic disorders, cardiovascular diseases, multiple sclerosis, and more (Zakharova, 2009; Fagundes et al., 2012), depending on the timing and the extent of early life immunogenic exposure.

Programming of the immune system has been investigated using various animal models. Experimentally-induced early life immune activation is commonly achieved by administration of lipopolysaccharide (LPS) [derived from *Salmonella Enteritidis* or *Escherichia (E.) coli*], the cell wall of Gram-negative bacteria, in rodents. LPS is recognized by the Toll-like receptor 4 (TLR4) that is expressed by several cell types, such as monocytes, macrophages, adipocytes as well as gonadal supporting cells (i.e., ovarian granulosa and testicular sertoli cells) (Medzhitov, 2001; Richards et al., 2008). The impact of neonatal LPS exposure has been examined on a variety of physiological and behavioral outcomes, such as adult immune responses (Boisse et al., 2004; Spencer et al., 2006; Walker et al., 2009b; Mouihate et al., 2010), metabolism (Walker et al., 2006; Iwasa et al., 2009a), brain morphology (Bilbo et al., 2008; Amath et al., 2012; Sominsky et al., 2012b), stress responsivity, and anxiety-like behaviors (Walker et al., 2009a, 2012; Sominsky et al., 2013).

The reciprocal relationship between the hypothalamic-pituitary-gonadal (HPG) axis and the immune system has an extensive impact on development and functioning of both systems, as well as on health outcomes. Oestrogen and androgen receptors are expressed on immune cells (Tanriverdi et al., 2003), and these in turn have been shown to populate all reproductive organs (Seamark et al., 1992). Recently, increasing attention has focused on the effect of neonatal immune challenge on reproductive development and functioning. Activation of the immune system during neonatal life has long-term consequences for reproductive functioning (Marchetti et al., 2000; Morale et al., 2003). Experimental evidence has indicated altered puberty onset, diminished HPG axis activity and impaired sexual behavior in both male and female rodents neonatally exposed to bacterial endotoxin, LPS, in particular on PNDs 3 and 5 (Iwasa et al., 2009b,c; Knox et al., 2009; Walker et al., 2011; Wu et al., 2011; Sominsky et al., 2012a), suggesting that these changes may be attributed to the critical window of reproductive development. Supporting this assertion, the critical period for programming of pubertal onset in the female rat has been determined to be before 7 days of age. LPS treatment on PNDs 3 and 5 has been shown to result in a significant delay in puberty, while LPS administered on PNDs 7 and 9 or PNDs 14 and 16 produced no such effect (Knox et al., 2009). Furthermore, neonatal LPS exposure has been demonstrated to aggravate LPS-induced suppression of LH pulse frequency in adulthood, when compared to neonatal saline-treated group (Li et al., 2007). Similarly, neonatal LPS-treated female rats exhibited prolonged oestrous cycle in response to LPS injection in adulthood, while no such response was observed in neonatal saline-treated animals (Iwasa et al., 2009c).

Neonatal LPS exposure has also been reported to produce alterations in gonadal morphology. Reduced gonocyte populations in neonatal testes, as well as increased epithelial disorganization and delayed spermatogenesis in adulthood were demonstrated in male rats neonatally exposed to LPS (Walker et al., 2011). Robust alterations in gonadal morphology in response to neonatal LPS challenge have also been documented in female animals. Diminished follicular reserve has been detected in the ovaries of LPS-treated female rats (Wu et al., 2011), with reduced population of primordial follicles being evident at 2 weeks of age, after LPS exposure on PNDs 3 and 5 (Sominsky et al., 2012a). This later finding corresponded with advanced senescence and poor pregnancy outcomes in LPS-treated females (Sominsky et al., 2012a), suggesting a prolonged and more robust effect of an immune challenge on female reproductive lifespan. Of particular relevance to the model of neonatal immune challenge, is that the initial follicular assembly and maturation are known to be dependent on local inflammatory agents, such as growth factors and cytokines (Dissen et al., 2002; Skinner, 2005; Schindler et al., 2010). Even after puberty, when ovarian function is largely governed by the HPG hormones (McGee and Hsueh, 2000), ovulation resembles an inflammatory process, as constituted by increased vasodilation and hyperaemia of ovarian follicles, and their ability to produce cytokines, chemokines, and prostaglandins (Espey, 1980; Richards et al., 2002). This concept is further strengthened by the abundance of macrophages, principal innate immune cells, in the ovary, contributing to the regulation of ovarian function (Wu et al., 2004). Furthermore, ovarian granulosa and cumulus cells exert several immune-related functions, including the expression of TLR4, which during ovulation respond to endogenous ligands, resulting in the release of pro-inflammatory cytokines, such as IL-6 (Richards et al., 2008).

While immune-regulation of ovarian function is crucial for normal fertility, any alteration in this delicate relationship may lead to ovarian dysfunction and subfertility. Common ovarian diseases, such as polycystic ovarian syndrome (PCOS) and endometriosis, have been associated with increased levels of follicular and serum pro-inflammatory cytokines, constitutive of chronic low grade inflammation (Wu et al., 2004). The direct impact of LPS exposure on ovarian function has been previously assessed *in-vitro*, and was reported to result in diminished follicular function (Herath et al., 2007) and impaired oocyte meiotic competence (Bromfield and Sheldon, 2011). No studies have investigated *in vivo* the mechanisms that underpin the effect of peripheral LPS exposure on ovarian development during the neonatal period. In the current study, we aimed to identify the ovarian pathways that lead to the previously documented impaired ovulation and reduced oocyte development, in the model of dual LPS exposure on PNDs 3 and 5 (Knox et al., 2009; Wu et al., 2011; Sominsky et al., 2012a). In order to characterize the cellular mechanisms that underpin the immediate effect of peripheral LPS exposure on PNDs 3 and 5 on ovarian development, we examined its effect on the ovarian transcriptome on PND 7. Given that in the rat, the assembly of primordial follicles is not established until PND 3 (Rajah et al., 1992; Skinner, 2005), we propose that an immune challenge by administration of LPS at this time point may directly intervene with the formation and establishment of the finite follicular pool via activation of inflammatory pathways.

## Methods

### Animals and neonatal treatment

All animal experimental procedures were conducted with the approval of the University of Newcastle Animal Care and Ethics Committee (ACEC). Seven experimentally naive female Wistar rats were obtained from the University of Newcastle animal house and mated in the University of Newcastle Psychology vivarium. Animals were maintained under normal housing conditions at 21–22°C, under a 12 h light/dark regime. At birth (PND 1), whole litters were randomly allocated into either LPS (4 litters; litter size *M* = 13, *SD* = 1.8) or saline-treated conditions (3 litters; litter size *M* = 15, *SD* = 0). As documented previously (Walker et al., 2004, 2006, 2009a,b, 2010; Sominsky et al., 2012a,b), on PNDs 3 and 5 pups were briefly removed from their home cages, weighed and administered intraperitoneally with either LPS (Salmonella enterica, serotype enteritidis; Sigma-Aldrich Chemical Co., USA, dissolved in sterile pyrogen-free saline, 0.05 mg/kg) or an equivolume of saline (Livingstone International, Australia). No significant differences in neonatal weight were observed when assessed on PND 3, PND 5, and PND 7 in the female offspring. We have previously reported neonatal LPS treatment to produce variable effects in regards to the neonatal weight gain, inducing weight loss (Walker et al., 2004; Sominsky et al., 2012a), weight gain (Walker et al., 2011) or no significant change (Walker et al., 2009a). Litter size and male-to-female ratio were not significant covariates to this analysis, confirming that these factors did not contribute to the possible developmental effects of litter.

On PND 7, female pups were euthanized by rapid decapitation. Ovaries were collected, frozen on dry ice and stored at −80°C until further analysis. For microarray and qRT-PCR analyses, ovaries were obtained from 5 animals per treatment group (derived from 2 LPS and 2 saline-treated litters). For western blotting analysis, ovaries were obtained from 4 animals per treatment group (derived from 2 LPS and 1 saline-treated litters). An additional subset of ovarian samples was used for the exploratory immunohistochemical analysis. Ovaries were obtained from 3 LPS and 3 saline-treated animals (derived from 2 LPS and 2 saline-treated litters) on PND14. This later time point was chosen to ensure a complete structural representation of the neonatal ovary, as at this age the ovary has been shown to contain antral follicles, which are completely absent prior to 12 days of age (Carson and Smith, 1986).

### RNA extraction

RNA was isolated from ovaries using RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA) in accordance with the manufacturer's instructions, with slight modifications. Briefly, ovaries were homogenized in lysis buffer (RNeasy buffer RLT) using a basic plastic homogenizer. The homogenized RNA was then passed five times through a 20 gauge needle. Lysate was centrifuged at 13,000 rpm for 3 min at 25°C. The supernatant was collected, 350 μl 70% ETOH added and mixed. The solution was then transferred to an RNeasy spin column and placed in a 2 ml collection tube. Following 20 s centrifugation at 10,000 rpm the flow through was discarded. Seven hundred micro liters of wash buffer (RNeasy buffer RW1) was added to the RNeasy spin column, centrifuged for 20 s at 10,000 rpm, following which the flow through was discarded. This step was repeated twice with 500 μl of RNeasy buffer RPE. RNeasy spin column was placed in a new 1.5 ml collection tube, add 30 μl RNase-free H_2_O were added directly to the column membrane and centrifuged for 1 min at 10,000 rpm to collect RNA. RNA concentrations were determined using spectrophotometer, NanoDrop 2000c (Thermo Fisher Scientific, Wilmington, DE USA) (refer to Table S1 for RNA quality information). The extracted RNA was used for microarray analysis and for verification by qRT-PCR.

### Microarray analysis

Total RNA obtained from neonatal ovaries (1–2 μg) was submitted to the Australian Genome Research Facility (AGRF). Microarray analysis was performed using Agilent SurePrint G3 Rat GE 8x60K Array platform. Total RNA obtained from neonatal ovaries was quality ascertained on the Agilent Bioanalyser 2100 using the NanoChip protocol (Table S1). A total of 1 μg was labeled using the Ambion Total Prep RNA amplification kit (Applied Biosystems—AMIL1791). The quantity of amplified product was ascertained using the Agilent Bioanalyser 2100 using the NanoChip protocol. For the Agilent 8x60k chip format, 600 ng of amplified cRNA was used for the Cy3 coupling process using a ULS labeling kit (Kreatech EA-006). After coupling the dye, the reaction was cleaned using the KREApure columns in the kit. The Cy3 labeled cRNA samples were then fragmented using the Ambion fragmentation kit (Applied Biosystems—AM8740). The fragmented cRNA was quality checked on the Agilent Bioanalyser 2100 using the NanoChip protocol. The fragmented Cy3 labeled cRNA was then prepared for hybridization to the Agilent 8x60k Rat array using the GX hybridization kit (Agilent—5188-5242) where each hybridization reaction had a final volume of 50 μl. The Agilent hybridization chambers were prepared according to manufacturer's instructions. Each sample was loaded onto the Agilent hybridization gaskets slide which is placed into a hybridization chamber. The 8x60k Rat array was carefully lowered onto the gasket to create a sealed array for each sample. The hybridization chambers were then placed in a rotating hybridization oven at 65°C for 17 h. After hybridization, the chip was washed using the appropriate protocols as outlined in the Agilent manual using the GX washing buffers (Agilent—5188-5327). Upon completion of the washing, the chips were then scanned in the Agilent DNA Microarray Scanner (High Resolution). The scanner operating software, Agilent Scan Control, converts the signal on the array into a TIFF file which can be used for subsequent analysis. The experiment was conducted in three biological replicates, which consisted of ovarian tissue obtained from five animals per treatment group. Differentially expressed genes were determined by a twofold difference and a significance level of *p* < 0.05. Ingenuity Pathways Analysis (Ingenuity Systems, Redwood City, CA) software was used for further analysis to identify canonical signaling pathways affected by LPS treatment. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE46436 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46436).

### Reverse transcription and quantitative real-time PCR

Reverse transcription was performed with 1 μg of total RNA using a SuperScript® VILO™ cDNA Synthesis Kit (Invitrogen Corp., Carlsbad, CA, USA), according to manufacturers' instructions, by combining the components [5× VILO reaction mix (4 μ L), 10× SuperScript enzyme mix (2 μ L), RNA sample (up to 1 μg), diethyl pyrocarbonate (DEPEC) treated water (to 20 μ l)]. Tube contents were gently mixed, incubated at 25°C for 10 min, and then incubated at 42°C for 60 min. The reaction was terminated at 85°C at 5 min. qRT-PCR was performed using SYBR Green PCR Master Mix (Invitrogen, Carlsbad, CA, USA) on a 7500 RT-PCR Fast instrument (Applied Biosystems, Foster City, CA, USA). Primer sequences were designed using the Primer3 software (http://frodo.wi.mit.edu). Sequence specificity was tested using the Basic Local Alignment Search Tool at NCBI (Altschul et al., 1997) and primer pairs were obtained from Invitrogen (custom DNA oligonucleotide synthesis service). PCR efficiency for each pair of primers was determined by a standard curve method, where *C*(*t*) values for serial dilutions are related to the logarithm of the dilution factor, and the slope is a measure for reaction efficiency. Information regarding primer sequences, including product size and PCR efficiency, is listed in Table S2. The 25 μl PCR mixture consisted of 12.5 μl SYBR Green PCR Master Mix, 9.5 μl water and 2 μl of each primer was added to 1 μl of the cDNA template (10 ng/ml). All reactions were performed in duplicate under the following conditions: 95°C for 20 s and 40 cycles of 95°C for 3 s and 60°C for 30 s. Melting curve was determined under the following conditions: 95°C for 15 s, 60°C for 1 min, 95°C for 15 s and 60°C for 15 s. The data were normalized to an endogenous control, β-actin. A relative quantitative measure of the target gene expression compared with β-actin mRNA was analysed using the equation 2^−ΔΔ*C*(*t*)^, where *C*(*t*) is the threshold cycle at which fluorescence is first detected as statistically significant above background, and presented as a fold increase relative to the saline control.

### Protein extraction and western blotting

Protein was extracted using RIPA buffer (150 mM NaCl, 0.5% sodium deoxycholate, 0.1% SDS, 50 mM Tris, pH 8, 1% Triton X-100), supplemented with a protease inhibitor cocktail (ProteCEASE, G-Biosciences St. Louis, MO, USA). Protein concentration was determined using a Pierce BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). Quantified aliquots were separated by electrophoresis and transferred onto a nitrocellulose Hybond C-Extra membrane (Amersham) prior to blocking for 1 h in 5% skim milk powder in TBST (0.1% Tween-20), as previously described (Sobinoff et al., 2010). After blocking, the membranes were incubated overnight at 4°C with goat polyclonal TLR4 (L-14) (diluted 1:200; Santa Cruz, sc-16240); goat polyclonal PKCβ1 (C-16) (diluted 1:500; Santa Cruz, sc-209); or rabbit polyclonal anti-JNK1 (diluted 1:2000; Abcam, ab10664) primary antibodies. Following washing and incubation with horseradish peroxidase-conjugated donkey anti-goat secondary antibody (Santa Cruz, sc-2020) at a 1:3000 dilution or goat anti-rabbit secondary antibody (Millipore DC03L) at a 1:2000 dilution for 1 h at room temperature, proteins were visualized using an ECL Detection Kit (GE Healthcare Life Sciences) according to manufacturer's instructions. The membranes were then stripped of primary and secondary antibodies in Western Re-Probe (G-Biosciences) according to the manufacturer's instructions at room temperature for 1 h and reprobed using a mouse monoclonal anti-α-tubulin (Sigma, T5168) as a loading control. The densities of TLR4, PKCβ1 and JNK1 bands were visualized using ImageQuant LAS 4000 imager (GE Healthcare Life Sciences). The protein bands were measured using MultiGauge V3.0 (Fuji, Stamford, CT, USA) software and were expressed as the ratio to α-tubulin.

### Immunohistochemistry

Immunohistochemistry was used to localize TLR4, PKCβ1, and JNK1 proteins in the neonatal ovaries and for proliferating cell nuclear antigen (PCNA) detection of primordial follicle activation and growth. Ovaries were obtained from LPS and saline-treated animals on PND14. Tissue was fixed in Bouin's fixative solution for 4 h, washed four times in 70% ethanol dehydrated, embedded in paraffin and sectioned at 4 μm. Slides were dewaxed in xylene and rehydrated with subsequent washes in ethanol. Antigen retrieval was carried out by microwaving sections for 3 × 3 min in Na Citrate buffer (10 mM Sodium Citrate, pH 6) for TLR4, PKCβ1, and PCNA, and in Tris buffer (50 mM, pH 10.6) for JNK1. Slides were allowed to cool before being blocked in 3% BSA/Tris-buffered saline (TBS) for 1 h at room temperature. Sections were incubated overnight at 4°C with anti-TLR4 (diluted 1:100; Santa Cruz, sc-16240); anti-PKCβ1 (1:200, Santa Cruz, sc-209) and mouse monoclonal anti-PCNA (diluted 1:200; Merck KGaA, NA03T). For detection of anti-JNK1 (diluted 1:500, Abcam, ab10664) sections were incubated for 2 h at room temperature. The above primary antibodies were used for Western blotting prior to their application for the immunohistochemical analysis, ascertaining antibodies specificity (Kurien et al., 2011). Slides were then washed in TBS containing 0.1% Triton X-100, and incubated with the appropriate fluorescent-conjugated secondary antibodies (Alexa Fluor 594 donkey anti-goat IgG; Alexa Fluor 594 goat anti-rabbit IgG and Alexa Fluor 594 goat anti-mouse IgG; Invitrogen; 1:200 dilution). Sections were then counterstained with 4#-6-diamidino-2-phenylindole (DAPI) for 2 min, mounted in Mowiol (4-88, Sigma), viewed using an Axio Imager A1 fluorescent microscope (Carl Zeiss MicroImaging, Inc., Thornwood, NY) under fluorescent optics and pictures taken using an Olympus DP70 microscope camera (Olympus America, Center Valley, PA).

### Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) analysis

Bouin's fixed sections were dewaxed and rehydrated as mentioned above. Slides were then boiled in Tris buffer (50 mM, pH 10.6) for 20 min and treated with 20 μg/ml Proteinase K for 15 min in a humidified chamber. TUNEL analysis was then performed as previously described (Sobinoff et al., 2010, 2011, 2012) using an *In Situ* Cell Death Detection Kit, Fluorescein (Roche Diagnostics Pty Ltd), according to the manufacturer's instructions. Slides were then counterstained with DAPI for 5 min, mounted in Mowiol, and viewed using an Axio Imager A1 fluorescent microscope (Carl Zeiss) under fluorescent optics and pictures taken using an Olympus DP70 microscope camera (Olympus).

### Data analysis

Statistical analyses were conducted using the Statistical Package for the Social Sciences for Windows, Version 18 (SPSS Inc.). Data were analysed using analyses of variances (ANOVA) design. The significance level was set at *p* ≤ 0.05.

## Results

### Impact of LPS treatment on the neonatal ovarian transcriptome

Administration of LPS on PNDs 3 and 5 caused a significant change in ovarian gene expression for 712 genes, representing 2.4% of the total number of genes present on the array, with significant upregulation of 710 genes (Figure 1; Table S3). 

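The microarray experiment compared ovaries collected on PND 7 from pups that had received 0.05 mg/kg LPS on PNDs 3 and 5 with ovaries from pups that had received saline. LPS (lipopolysaccharide) is a component of the outer membrane of Gram-negative bacteria that is recognised by Toll-like receptor 4. Amplified RNA was labeled with a single dye, Cy3, and hybridized to 6 arrays, 3 for each treatment. Which animals and litters contributed to each array was not used here. The paper allocated whole litters to a treatment and used fewer litters than arrays for each. The arrays of a treatment are thus not fully independent, though the tests treat them so. Each array held 62976 spots, of which 58717 were not controls and represented 30367 different probes. The authors deposited the spot intensities of each array as extracted from the scanned image with Agilent's Feature Extraction software. The intensity used was the processed signal, from which the software had already subtracted the background and in which it had replaced the values of spots too dim to measure by a surrogate value. All 6 arrays lay on 1 slide and were read in 1 scan. The 3 saline arrays and LPS replicate 1 lay in one row of the slide, and LPS replicates 2 and 3 lay in the other. The 75th percentile of the processed signal over the non-control spots was 3956, 5025 and 6754 for LPS replicates 1, 2 and 3, and 2824, 5801 and 3941 for saline replicates 1, 2 and 3. Spots well above background made up 76.0%, 72.4% and 74.1% of the non-control spots on the LPS arrays and 70.4%, 66.3% and 69.9% on the saline arrays, in the same order. No spot was saturated. Here, spots flagged as outliers were left out, spots of the same probe were averaged, and the log2 of the signal was taken relative to the 75th percentile of the probes of its array. The treatments were then compared for each probe with limma, without a filter on dim probes. The 2-fold and p under 0.05 criterion of the paper was applied to the p-value before adjustment, and counts after Benjamini-Hochberg adjustment were made beside it. The scaling between arrays, the background correction, the treatment of dim spots, the test and the position on the slide were all choices that changed the numbers. The number of arrays limits the precision of every value.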

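Of 30367 probes, 186 were higher and 327 were lower in LPS-treated ovaries by at least 2-fold at an unadjusted p under 0.05, which together made 513 probes or 1.69% of those tested. With 1 probe for each gene name, 145 of 26903 were higher and 275 were lower. None passed at an adjusted p under 0.05 in limma or in the methods' t-test, whereas 5018 probes had an unadjusted p under 0.05 in limma without a limit on the fold change. The methods' t-test stands here for the analysis of variance that the paper names for its data in general. The paper's text names no test for the arrays. The groups did not overlap at 7119 of the 30364 probes measured on all arrays, a share of 23.4%, where chance gives 10%. Of the 7119, 1523 were higher and 5596 were lower, and 4507 were among the 8023 probes well above background on no array (56.2% of these, 4426 of them lower). Among the 17585 probes well above background on all arrays the share was 11.4%, with 972 higher and 1032 lower. Of the 186 higher probes, 10 were well above background on all 6 arrays and 11 on no array, and 137, these 11 among them, were not well above background on any saline array, so that at most a bound on their fold change can be had, and none for the 11. Of the 327 lower probes, 151 were well above background on all 6 arrays and 69 on no array. At 268 of the 327, saline replicate 1 lay nearer the mean of the LPS arrays than the mean of saline replicates 2 and 3.
The share of higher probes depended on the scaling, the test and single arrays. Without normalization between arrays, 1003 probes were higher and 227 were lower, and the median log2 fold change over all probes was 0.34, compared with -0.04 after scaling. Under quantile normalization, 118 were higher and 173 were lower. The largest number of higher probes, 1489 against 66 lower, was found with the slide row as a block, a fit in which the treatment effect rests on LPS replicate 1 against the saline arrays of its row. In the scaled values the methods' t-test gave 100 higher and 48 lower probes. With each array left out in turn, the number of higher probes lay between 129 and 374 and the number of lower probes between 81 and 757. Without saline replicate 1, 8 higher and 282 lower probes also passed at an adjusted p under 0.05 in limma.

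**Figure D1:**
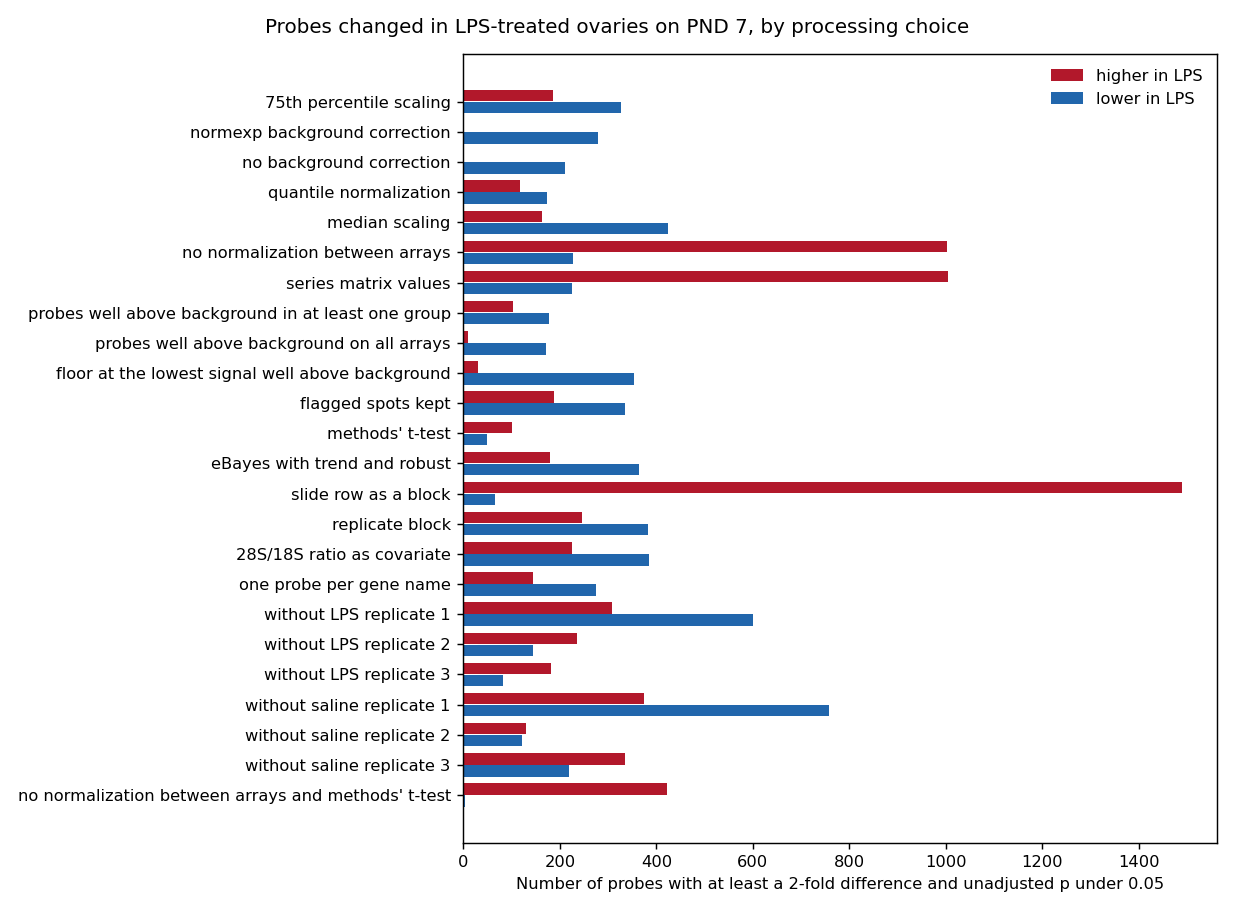
Number of probes at least 2-fold higher (red) or lower (blue) in LPS-treated ovaries at an unadjusted p under 0.05, for each processing choice. The top pair of bars is the 75th percentile scaling with 186 higher and 327 lower probes, and the bottom pair, 422 higher and 3 lower, combines 2 choices and was added after its values were seen.

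From its own list of changed genes and the functional categories of that list, the paper proposes that the peripheral immune challenge affected a range of mechanisms of ovarian development and function.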

Further functional analysis using Ingenuity Pathway Analysis software identified these significantly altered genes as components of several molecular networks implicated in cell signaling, immune cell trafficking, inflammatory response as well as reproductive development and disease (see Table 1). These results suggest a robust impact of peripheral immune challenge on a variety of molecular mechanisms regulating ovarian development and function. 

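The genes that the paper places in the categories of Table 1 were looked up on the arrays. Table S3, as used here, names 220 genes, fewer than the paper's 712 changed genes, and the list of its cancer category is cut short, so the genes were counted and no set test was run. Of the 136 genes listed in the Table 1 categories, 112 had a named probe. Their fitted log2 fold change was positive for 108 and negative for 4, with a median of 0.68. Of the 70 genes well above background on at least 1 array of each treatment, 66 were positive, with a median of 0.62. With the 31 genes that were well above background in only 1 treatment at their bound, or at 0 where the bound was under 1, and without the 11 that were so on no array, the median was 0.56. Of the 112, 20 were at least 2-fold higher at an unadjusted p under 0.05. None passed after adjustment over all probes in limma. Adjusted over the list alone, 8 had a p under 0.05. The paper chose the list on these samples, so neither this nor the shared sign is independent evidence. Of the 20 genes, 14 were not well above background on any saline array. The 2 that were well above background on all arrays were Pla2g2a and Tcf21, named here after their values were seen, both with a log2 fold change of 1.08. Over all of Table S3, 31 of 181 genes with a probe passed the same criterion, and the fitted log2 fold change was positive for 171, or for 106 of the 116 that were well above background on at least 1 array of each treatment. Without normalization between arrays, 66 of the 112 genes passed. The count of 20 became 40 without saline replicate 1 and 10 without saline replicate 2.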

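The serine/threonine kinase gene Sbk2 was represented by 2 probes. The brighter probe had a log2 signal, relative to the 75th percentile of its array, of -5.12 ± 0.17 (SD, n = 3) in LPS-treated and -4.43 ± 0.24 (SD, n = 3) in saline-treated ovaries. It was well above background on 1 array of each treatment. Its log2 fold change was -0.69 (standard error 0.20, adjusted p = 0.271 from limma), below the 2-fold limit, and lay between -0.81 and -0.58 with each array left out in turn. It varied more with the processing. It was -0.32 without normalization between arrays, -0.24 without background correction, -0.36 with normexp background correction and -0.94 under quantile normalization. The other probe was not well above background on any LPS array and was so on 2 saline arrays, which gave a signal at least 2.10-fold lower in LPS-treated ovaries. This bound lay between 1.57 and 3.11 with each array left out in turn. All 3 saline arrays lay above all 3 LPS arrays for each probe (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Here and below, such a bound sets the mean of the brighter group against, for each array of the dimmer group, the higher of its own signal and the lowest signal well above background. Teddm1 was not analysed here, since no probe was matched to that name.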

No distinct function has been assigned to the two significantly downregulated genes, *SBK2* and *TEDDM1*.

**Figure 1:**
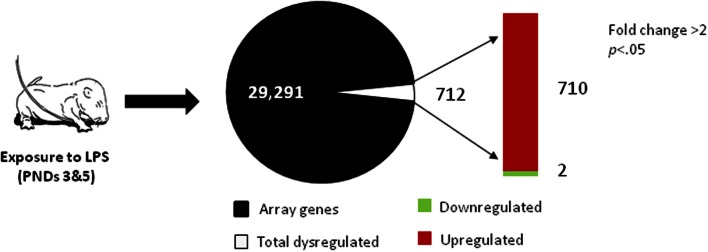
**Microarray analysis of neonatal ovaries obtained from LPS-treated vs. saline-treated animals, on PND 7**. RNA was isolated and subjected to microarray analysis as described in the Methods section. Total number of genes present on an Agilent SurePrint G3 Rat GE 8x60K Array are presented as non-regulated (black) and regulated (white) genes with a significant change in expression (≥2-fold change, *p* < 0.05). The red bar represents the number of upregulated genes and the green bar represents the number of downregulated genes in the ovaries of LPS-treated animals.

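Among named genes at least 2-fold different at an unadjusted p under 0.05, with groups that did not overlap and a signal well above background on all arrays of at least 1 treatment, the 10 with the largest fitted log2 fold change comprised 9 that were lower and 1, Hoxa11, that was higher. Pnmt, which encodes the enzyme that makes adrenaline, had a log2 fold change of -3.34 (standard error 1.16, adjusted p = 0.271 from limma). Its log2 signal was -0.17 ± 0.32 (SD, n = 3) on the LPS arrays and 0.25, 4.92 and 4.33 on saline replicates 1, 2 and 3. With each array left out in turn, its log2 fold change lay between -4.80 and -2.46. The other lower genes were Kcnk3, Akr1b8, Aldh1l1, Mia, Apoc4, Abcc5, Nr4a1 and Myom2, with log2 fold changes from -3.32 for Kcnk3 to -2.39 for Myom2. At all 9 lower genes saline replicate 1 lay nearer the mean of the LPS arrays than the mean of saline replicates 2 and 3, so the differences rest on those 2 arrays, which also carried transcripts typical of the adrenal gland. Hoxa11 was well above background on all LPS arrays and no saline array, and was at least 1.73-fold higher. As this bound is below the 2-fold limit, its place among the 10 rests on saline signals that were not well above background. No bound above 1 was had for it without LPS replicate 1, and with each other array left out in turn it lay between 1.64 and 2.41. None of the 10 had an adjusted p under 0.27 in limma.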

**Table 1:** **Functional categorization of genes that were upregulated by neonatal LPS exposure**.

**Molecular and cellular function**	**Upregulated genes**
Inflammatory response	50
Immune cell trafficking	29
Inflammatory disease	54
Organismal development	38
Developmental disorder	39
Reproductive system development and function	29
Reproductive system disease	28
DNA replication, recombination, and repair	34
Cell morphology	32

Significantly upregulated genes were analysed using Ingenuity Pathway Analysis software for molecular and cellular functions. Only those genes exhibiting a greater than two-fold change in expression were analysed (p < 0.05). Some genes are listed in multiple functional groups.

### Canonical pathways significantly upregulated by neonatal LPS exposure

Further functional assessment of differentially regulated genes revealed several canonical pathways involved primarily in immune recognition and inflammation were activated in response to neonatal treatment [e.g., virus entry via endocytic pathways; nuclear factor-kappaB (NF-κB) activation; mitogen-activated protein kinase (MAPK) signaling; pattern-recognition receptors signaling; MSP-RON signaling, whereby macrophage-stimulating protein (MSP), acts through the RON receptor tyrosine kinase, and plays a regulatory role in the inflammatory response], suggesting dysregulation of inflammatory processes in response to peripheral LPS exposure may occur also locally, in the ovary (Figure 2; Table S4). 

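The genes that Table S4 lists for the top canonical pathways were counted at the same criterion. Of the 27 genes listed, 24 had a named probe, and 23 of these had a positive fitted log2 fold change with a median over the list of 0.64. The 5 genes not well above background on any array of 1 treatment have only a bound. Of the other 19, 18 were positive with a median of 0.56, and with the 5 at their bound, or at 0 where it was under 1, the median over the 24 was 0.42. Of the 24, 3 were at least 2-fold higher at an unadjusted p under 0.05. The 3 genes were Itpr2, Pik3c2a and Pla2g2a. Of these, Itpr2 and Pik3c2a were not well above background on any saline array. None of the 24 passed at an adjusted p under 0.05 in limma, either over all probes or adjusted over the list alone. By pathway, 1 of 10 genes with a probe passed for virus entry via endocytic pathways, 1 of 9 for NF-κB activation by viruses, 1 of 9 for pattern recognition receptors, 1 of 9 for HER-2 signaling, 1 of 7 for MSP-RON signaling and 3 of 11 for endothelin-1 signaling. All of the genes with a probe had a positive fitted difference in each of these pathways except MSP-RON, where 6 of 7 were. The paper listed these genes as upregulated on the same samples, so the shared sign is not independent evidence for the pathways. The count of 3 was 13 without normalization between arrays and 0 with normexp background correction. It was 9 without saline replicate 1, and 1 without LPS replicate 1 or saline replicate 2.
Gene lists written before the data were examined were tested with camera, at a preset correlation between genes. Macrophage markers were higher in LPS-treated ovaries, with a median log2 fold change of 0.26 over 16 genes, 13 of them positive (adjusted p = 0.00239 over 14 lists). This call was not kept by fry (adjusted p = 0.657) or with an estimated correlation (adjusted p = 0.599). Genes of TLR4 and MAPK signaling had a median of 0.07 over 36 genes (adjusted p = 0.184). Inflammatory response genes had a median of -0.18 over 23 genes (adjusted p = 0.760), and interferon-stimulated genes had a median of -0.18 over 18 genes (adjusted p = 0.456). These medians include dim genes. With genes not well above background on any array of 1 treatment at their bound, or at 0 where it was under 1, and with genes not well above background on any array left out, the medians of macrophage markers, TLR4 and MAPK signaling, inflammatory response and interferon-stimulated genes were 0.14 over 16, 0.027 over 32, -0.026 over 14 and -0.017 over 15 genes.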

Figures A1–A7 provide a graphical representation of the significantly altered genes in the top canonical pathways.

**Figure 2:**
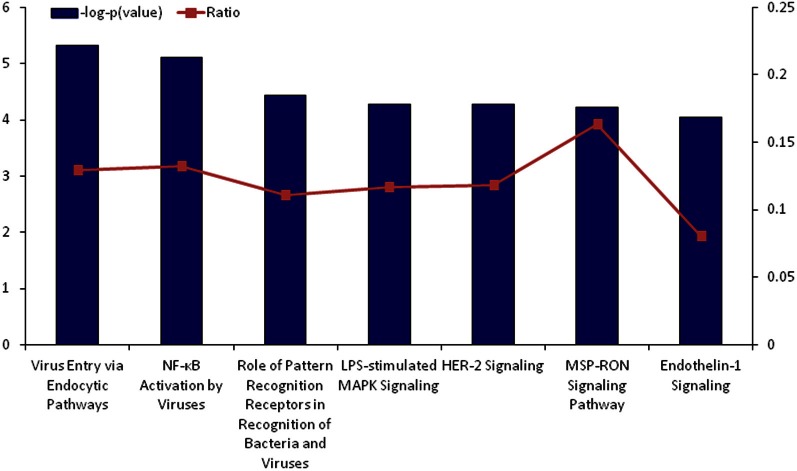
**Top canonical pathways that were significantly upregulated by neonatal LPS treatment, as identified by Ingenuity Pathway Analysis**. The significance of association between upregulated genes and the canonical pathway was assessed using a right-tailed Fisher's exact test to calculate a *p*-value determining the probability that the association is explained by chance alone (blue bars, y-axis). Ratios defining the proportion of upregulating genes from a pathway related to the total number of molecules that make up that particular pathway are also displayed (line graph, z-axis).

### qRT-PCR confirmation of microarray analysis

LPS-stimulated MAPK signaling pathway was chosen for validation of microarray results, due to its specific relevance to the current model of LPS challenge. qRT-PCR analysis confirmed significant upregulation of 8 out of 9 genes that were identified as components of this pathway, in the ovaries of LPS-treated animals (Table 2). Of these genes, upregulation of *MAPK8/JNK1* has been previously associated with oocyte dysfunction (Sobinoff et al., 2010); *PKC*β has been reported to be involved in oocyte activation (Carbone and Tatone, 2009); *PIK3C2A* has been implicated in proliferation of ovarian theca-interstitial cells (Kwintkiewicz et al., 2006); *PIK3R1* and *PKCZ* have been associated with the incidence of PCOS (Diamanti-Kandarakis, 2008; Kim et al., 2009; Rivero et al., 2012); *PKD3* has been implicated in organogenesis (Ellwanger et al., 2008); *RELA* and *RRAS2* have been associated with ovarian tumorigenesis (Chan et al., 1994; Niesporek et al., 2007; Fan and Richards, 2010); and finally, increased expression of *TLR4* (receptor for LPS) has been demonstrated to underpin impaired follicular growth and function (Herath et al., 2007).

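On the arrays, 8 of the 9 genes of the LPS-stimulated MAPK pathway had a named probe. Mapk8 was not analysed here, since no probe was matched to that name. Where a gene had several probes, the one with the highest mean signal was used. The fitted difference was positive for all 8, with a median of 0.60. The paper listed these genes as upregulated on the same samples, so the shared sign is not independent evidence. Pik3c2a and Tlr4 were not well above background on any saline array. The other 6 had a median log2 fold change of 0.42, and with Tlr4 at its bound and Pik3c2a, whose bound was under 1, at 0 the median over the 8 was 0.20. By these probes Pik3c2a was the 1 gene past the 2-fold and unadjusted p criterion in limma, while 3 genes passed it by any probe. Pik3c2a was well above background on 1 LPS array and on no saline array, so no fold change can be given for it. None of the 8 passed at an adjusted p under 0.05 in limma, either over all probes or over the list alone. Pik3r1 had a log2 signal of 0.57 ± 0.27 (SD, n = 3) on the LPS arrays and -0.11 ± 0.35 (SD, n = 3) on the saline arrays, a log2 fold change of 0.68 (standard error 0.25, adjusted p = 0.276 from limma). The value for Pik3r1 lay between 0.50 and 0.85 with each array left out in turn, and the 3 LPS arrays lay above the 3 saline arrays. For Prkcz the log2 fold change was 0.56 (standard error 0.37) and the groups overlapped. The differences for Rras2, Prkd3 and Rela were 0.28, 0.13 and 0.10, each no larger than 2 standard errors. The signs for Prkd3 and Rela were not stable, and became -0.27 and -0.12 with the slide row as a block. Prkd3 also turned to -0.03 without LPS replicate 3, and Rela to -0.02 without LPS replicate 2 or without saline replicate 1. Other probes of these genes gave other values. A second probe of Rela gave 0.69 and of Rras2 0.78, and another of Prkd3 was at least 1.25-fold higher (1.05 to 1.59 with each array left out in turn), while the remaining probe of Prkd3, not well above background on any array, gives no fold change and had a lower signal on all 3 LPS arrays than on all 3 saline arrays. Without normalization between arrays 4 of the 8 genes passed, and 0 passed with normexp background correction. The count was 2 without saline replicate 1 and 0 without LPS replicate 1, saline replicate 2 or saline replicate 3.

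**Figure D2:**
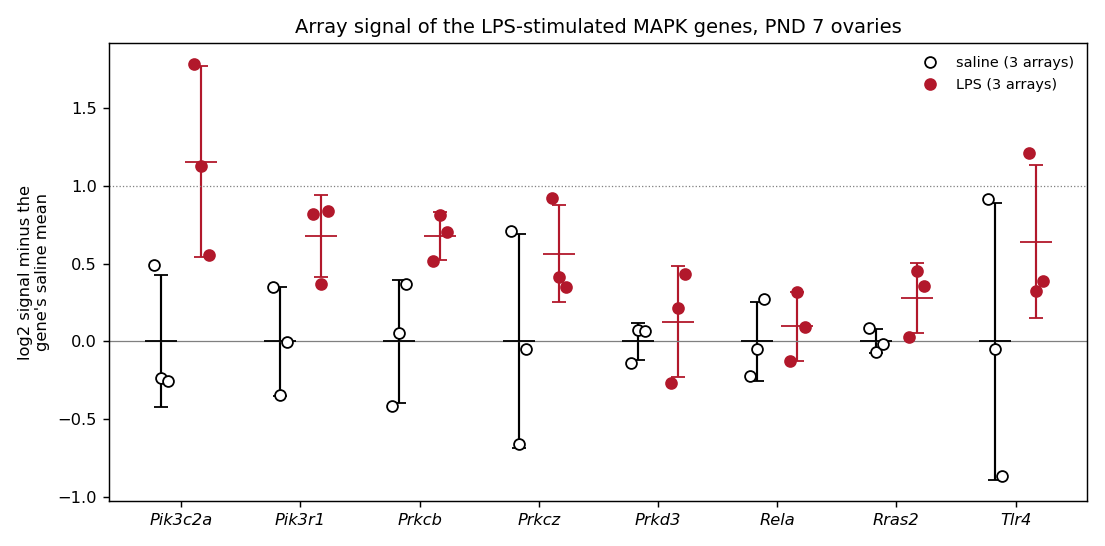
Log2 signal of each array minus the gene's mean over the saline arrays, for 8 genes of the LPS-stimulated MAPK pathway, with points for arrays (open, saline; red, LPS), a bar at each mean, error bars for the SD (n = 3) and a dotted line at a 2-fold difference. Pik3c2a and Tlr4 were not well above background on any saline array, so their distances are not fold changes, and the direction for Prkd3 and Rela flips with the slide row as a block.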

**Table 2:** **qRT-PCR confirmation of microarray results for the components of LPS-stimulated MAPK signaling pathway, upregulated in the ovaries of LPS-treated animals**.

**Gene symbol**	**Gene name**	**Summary of function**	**Fold change**
*MAPK8/JNK1*	Mitogen-activated protein kinase/c-Jun N-Terminal Protein Kinase 1	Increased expression is associated with xenobiotic-induced oocyte dysfunction (Sobinoff et al., 2010)	2.99 ± 0.04^*^
*PIK3C2A*	Phosphatidylinositol-4-phosphate 3-kinase, catalytic subunit 2A	Involved in modulation of proliferation of ovarian mesenchyme (Kwintkiewicz et al., 2006)	2.74 ± 0.04^*^
*PIK3R1*	Phosphoinositide-3-kinase, regulatory subunit 1	Involved in the insulin receptor signaling pathway; associated in the pathogenesis of PCOS (Kim et al., 2009)	3.32 + 0.04^*^
*PKC*β	Protein kinase C, beta	Involved in oocyte activation. Reduced expression of *PKC*β1 is associated with ageing (Carbone and Tatone, 2009)	3.71 ± 0.04^*^
*PKCZ*	Protein Kinase C, Zeta	Involved in the insulin pathway; decreased expression in PCOS patients (Diamanti-Kandarakis, 2008; Rivero et al., 2012)	−1.61 ± 0.06
*PKD3*	Protein kinase, D3	Implicated in organogenesis (Ellwanger et al., 2008)	5.11 ± 0.04^*^
*RELA*	v-rel reticuloendotheliosis viral oncogene homolog A	Downregulated in women with preeclampsia (Hansson et al., 2006). Upregulated in ovarian carcinoma, leading to overexpression of COX-2 (Niesporek et al., 2007)	3.72 ± 0.04^*^
*RRAS2*	Related RAS viral oncogene homolog 2	Oncogene, defects in RRAS2 increase susceptibility to ovarian cancer (Chan et al., 1994; Fan and Richards, 2010)	7.45 ± 0.07^*^
*TLR4*	Toll-like receptor 4	Expressed by granulosa cells, mediating the effect of bacterial infection on impaired ovarian follicle growth and function (Herath et al., 2007)	2.35 ± 0.1^*^

*Fold changes are reported as mean ± SEM*.

* p < 0.05.

### Protein analysis by western blotting

To further validate the microarray results, immunoblotting analysis was performed to examine protein expression of three significantly upregulated genes (*TLR4*; *PKC*β; MAPK8/JNK1) in the LPS-stimulated MAPK signaling pathway. Densitometry analysis of protein expression in the ovaries of LPS-treated rats, as compared to α-tubulin, revealed a significant increase of two protein bands associated with TLR4 expression [*F*_(1, 5)_ = 10.2; *F*_(1, 5)_ = 17.06, *p* < 0.05 for both]. No significant differences were evident in the expression of PKCβ1, however, a trend was observed in increased expression of JNK1 protein in the ovaries of LPS-treated animals [*F*_(1, 5)_ = 4.12, *p* = 0.09; see Figure 3B]. Representative immunoblots are presented in Figure 3A.

**Figure 3:**
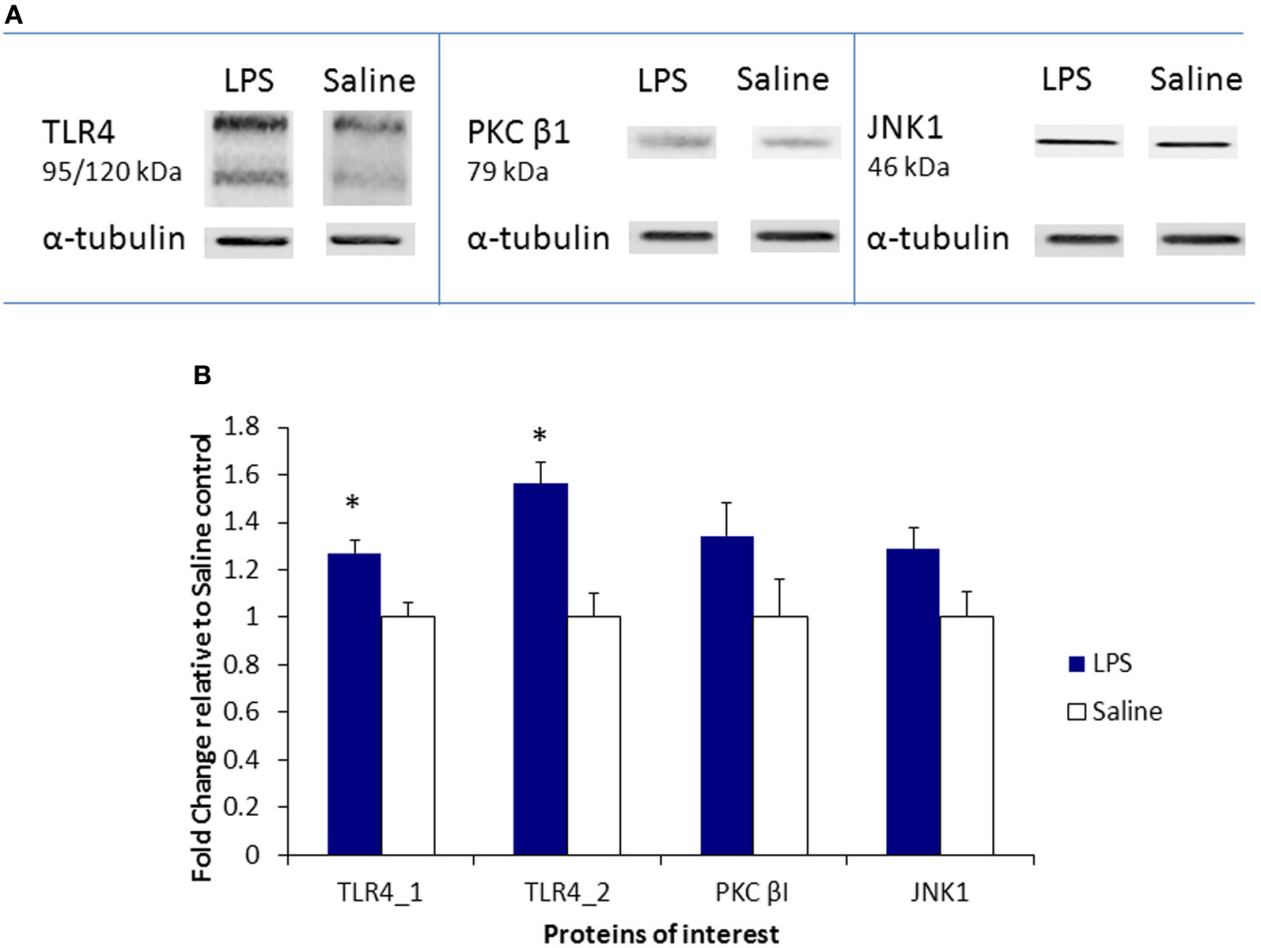
**Protein expression of TLR4, PKCβ, and JNK1 in the neonatal ovary. (A)** Changes in protein expression, as identified by immunoblotting analysis, are presented as a fold change relative to the saline control. **(B)** Representative immunoblots demonstrate the effect of LPS and saline treatments. Filled bars represent LPS-treated rats, hollow bars represent saline controls. Values are mean ± SEM. ^*^p < 0.05.

### Immunohistochemical analysis

To detect localization of TLR4, PKCβ1 JNK1, in the neonatal ovary, observational immunohistochemical staining was performed in the ovaries of LPS and saline-treated animals, obtained on PND14. As demonstrated in Figures 4A,B, TLR4 immunolabeling was detected in the oocytes. In the ovaries of LPS-treated animals TLR4 was also detected in ovarian blood vessels, suggesting activation of local immune cells. PKCβ1 staining was evident in the ovarian blood vessels, to a greater extent in the ovaries of LPS-treated animals (Figures 4C,D). JNK1 immunolabeling was detected in theca cells, in both treated and control samples (Figures 4E,F).

**Figure 4:**
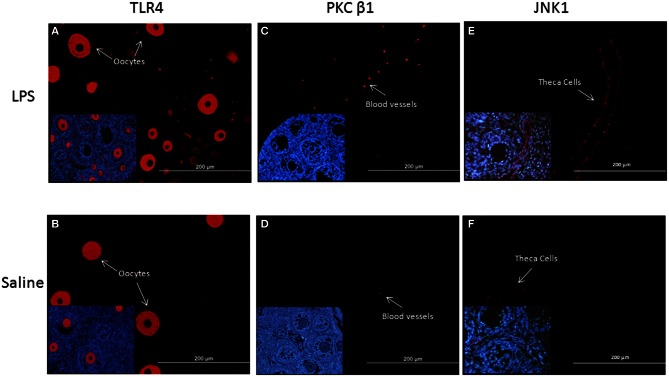
**Fluorescent immunolocalization of TLR4, PKCβ, and JNK1 protein in the ovaries of LPS and saline-treated animals. (A–B)** Represent TLR4 immunolabeling detected in the oocytes; **(C–D)** Represent PKCβ1 immunolabeling in ovarian blood vessels; **(E–F)** Represent JNK1 immunolabeling in theca cells. Insert at higher magnification is located at the bottom left corner of each representative micrograph. Blue staining (DAPI) represents nuclear staining; red staining represents specific staining for the protein of interest.

LPS and saline-treated ovaries were also probed for markers of follicular activation and cell death. PCNA staining was equally detected in the granulosa cells and the oocytes of primordial, primary and secondary follicles in both treatment and saline control group. TUNEL staining did not reveal any significant apoptosis in either of the experimental groups (data not shown).

## Discussion

In this study we assessed, for the first time, the effect of immune challenge by peripheral administration of LPS on the ovarian transcriptome in neonatal rats. Microarray analysis revealed specific activation of immune-related pathways, such as virus entry via endocytosis, NF-κB activation by viruses, role of pattern recognition receptors in recognition of bacteria and viruses, LPS-stimulated MAPK pathway and MSP-RON signaling pathway. Exposure to LPS upregulated expression of genes implicated in cell signaling, immune cell trafficking, inflammatory response as well as reproductive development and disease, suggesting dysregulation of inflammatory processes in response to peripheral LPS exposure may occur also locally in the ovary, contributing directly to programming of reproductive health.

Given the specific relevance of LPS-stimulated MAPK pathway to the model of neonatal LPS exposure, microarray results were confirmed and elaborated on the altered components of this pathway. Activation of MAPK signaling by LPS binding of TLR4 results in transcriptional regulation and synthesis of inflammatory agents, such as tumor necrosis factor-α (TNF-α), interleukin 1β (IL-1β) and IL-6, as well as nitric oxide synthase-2 (NOS2) and cyclooxygenase-2 (COX2) (Nagano et al., 2002; Kawai and Akira, 2007). Other downstream targets include phosphoinositide-3-kinase (PI3K), which stimulation enhances activity of protein kinase C (PKC) (Frey et al., 2006). In the current study, several subunits of these genes, identified with the MAPK pathway, were upregulated in the ovaries of LPS-treated animals.

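Among the inflammatory agents downstream of this pathway, Tnf had a log2 signal of -2.90 ± 0.36 (SD, n = 3) on the LPS arrays and -3.53 ± 0.31 (SD, n = 3) on the saline arrays. The log2 fold change of 0.63 (standard error 0.26, adjusted p = 0.298 from limma) was below the 2-fold limit, and the groups overlapped. It reached 1.00 without normalization between arrays and 1.03 with the slide row as a block. It fell to 0.28 with normexp background correction, 0.16 without background correction and 0.43 without LPS replicate 1. The signal of Nos2 was spread too widely for a direction, with a log2 fold change of -0.18 and a standard error of 1.36, and it changed sign under several scalings. Il1b, Il6 and Ptgs2, the gene of COX2, were not well above background on any array of either treatment. Genes of PI3K, Akt and mTOR signaling had a median log2 fold change of 0.03 over 19 genes, 12 of them positive (camera, adjusted p = 0.184 over 14 lists), and a median of 0.023 without the 1 gene that was not well above background on any array.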

PI3K has been reported to induce activation of the serine/threonine kinase Akt, also known as protein kinase B (PKB), which in turn stimulates the mammalian target of rapamycin (mTOR) protein. Overactivation of PI3K/Akt/mTOR signaling pathway, induced by exposure to carcinogens and xenobiotics, has been implicated in premature activation of primordial follicles, leading to early follicular atresia (McLaughlin and Sobinoff, 2010; Sobinoff et al., 2010, 2011). Activation of PI3K/Akt has also been associated with the development of PCOS (Lima et al., 2006). While in the current study immunohistological assessment for markers of follicular activation and atresia revealed no significant alterations were induced by neonatal LPS exposure, our previous findings have indicated diminished population of primordial follicles in the late neonatal period in the ovaries of LPS-treated females (Sominsky et al., 2012a). These data suggest that apoptotic processes may occur early on, during the acute response to the LPS immune challenge, hindering follicular development.

The current model of neonatal LPS administration induces an acute pro-inflammatory response which involves the release of pro-inflammatory cytokines (i.e., TNF-α, IL-6, IL-1β), and this response typically resolves within 3–6 h from the time of drug administration, followed then by an anti-inflammatory release of glucocorticoids (Walker et al., 2004, 2009b). This brief activation of the immune response has been recently shown to impact on the development of the immune, reproductive, endocrine, metabolic, nervous and other physiological systems (Walker et al., 2010; Wu et al., 2011; Amath et al., 2012; Sominsky et al., 2012a, 2013). In the rat, the primordial follicle pool undergoes its final stages of formation and assembly postnatally, continuing till approximately day 3 after birth (Rajah et al., 1992; Skinner, 2005). This process is considered to be gonadotropin independent, supported and guided by growth factors and cytokines, one of which is the proinflammatory cytokine TNF-α. Previous research has demonstrated that ovarian TNF-α in the neonatal rat has an important role in determining the finite size of the primordial follicle pool. It has been demonstrated *in vitro* that TNF-α can decrease the number of oocytes and primordial follicles, via induction of apoptosis (Morrison and Marcinkiewicz, 2002). The formation of primordial follicles is then followed by the initial event of follicular development—transition to the primary follicle stage (Fortune et al., 2000; Skinner, 2005). As opposed to the later stages of follicular development, the transition from primordial to primary stage is hormone independent (Skinner, 2005). Exposure to LPS in adulthood has been also shown to induce follicular atresia *in vivo* in mice (Bromfield and Sheldon, 2013) and rats (Besnard et al., 2001) and *in vitro* in cattle (Bromfield and Sheldon, 2013). Interestingly, LPS-induced atresia is particularly detrimental to the population of primordial follicles (Bromfield and Sheldon, 2013), indicating that depletion of the primordial follicle pool during early development would subsequently impact the ovarian reserve and result in impaired fertility in later life. To our knowledge, no studies have assessed the gene expression of ovarian inflammatory pathways which were examined in the current study. While it is likely that similar changes would be evident in response to adult LPS exposure, the impact of such changes during early development, when the ovary has not yet morphologically and functionally developed, has significantly stronger implications for the growing follicle populations. It is therefore plausible to suggest that the neonatal LPS treatment instantly interferes with the delicate process of primordial follicle pool assembly and the subsequent activation of follicular development, through stimulation of an acute pro-inflammatory response. While this might be a transient perturbation, it ultimately leads to long lasting alterations in the size of the follicular pool, as observed in previous studies (Wu et al., 2011; Sominsky et al., 2012a). Even though no evidence of primordial follicle activation or apoptosis was evidenced in the current study, these processes might have occurred at an earlier time-point. Therefore, further investigation is required to clarify the time-course of apoptotic processes leading to the diminished follicular reserve reported in later life following neonatal exposure to LPS.

Activation and growth of primordial follicles are stimulated by several signaling pathways, including the MAPK and PKC (Jin et al., 2005; Du et al., 2012). The expression of several PKC isoforms (PKC α, β, δ, and ζ) was previously identified in the rat ovary (Cutler et al., 1994). In the neonatal rat ovary, MAPK, and PKC signaling cascade is involved in maturation of primordial follicles (Du et al., 2012). 

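Prkcb, the gene of PKCβ, was represented by 2 probes. The brighter one was well above background on all 6 arrays, with a log2 signal of -0.29 ± 0.15 (SD, n = 3) in LPS-treated and -0.97 ± 0.40 (SD, n = 3) in saline-treated ovaries. All LPS arrays lay above all saline arrays, as they do by chance in 1 of 10 groupings (two-sided exact permutation test, p = 0.1). Its log2 fold change was 0.68 (standard error 0.24, adjusted p = 0.274 from limma), a 1.60-fold difference that did not reach the 2-fold limit. With each array left out in turn it lay between 0.47 and 0.86, and without normalization between arrays it was 1.05. The other probe was not well above background on any array of either treatment, so no fold change is given for it.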

In the current study increased gene expression of MAPK8 and PKCβ in the ovaries of LPS-treated animals was determined by the microarray analysis and further confirmed by qRT-PCR. No significant changes in the expression of MAPK8 and PKCβ1 proteins were evident at the same time-point. However, significant increase in protein expression of TLR4 was found in the LPS-treated ovaries, and was associated with the increased mRNA levels of this gene.

TLR4, pathogen-associated molecular pattern recognition receptor, is expressed by innate immune and tissue specific cells, and recognizes bacterial molecules (e.g., LPS) (Medzhitov, 2001). While TLR4 activation is critical for generation of both innate and adaptive immune responses, its inappropriate activation can be harmful (Peroval et al., 2013). TLR4s are present in the ovary and expressed by ovarian surface epithelial cells, granulosa/cumulus cells (Herath et al., 2007; Liu et al., 2008; Richards et al., 2008), as well as by ovarian macrophages (Zhou et al., 2009), and play an essential role in regulation of fertility, through the support of ovulation and sperm capacitation (Liu et al., 2008; Shimada et al., 2008). Ovarian TLR4 signaling is normally induced by endogenous ligands, one of such is hyaluronan (HA)-rich matrix (Richards et al., 2008). Its synthesis during the ovulatory process is initiated by the surge of luteinising hormone (LH). HA-rich matrix is then recognized by cumulus cells, inducing inflammation and expression of innate immune-related genes, leading to the release of prostaglandins, TNF-α, IL-6 and other cytokines, and chemokines (Liu et al., 2008; Richards et al., 2008). These inflammatory agents activate chemokine receptors present on sperm, inducing sperm capacitation and motility (Shimada et al., 2008). Even though regulated production of cytokines is essential for ovulation and successful fertilization, dysregulation of cytokine production can impair fertility (Richards et al., 2008). In human patients, the existence of endometriosis was found to be associated with increased levels of IL-6 in circulation and in the follicular fluid, and is proposed to be related to the impaired follicular development and decreased oestradiol production, which results in infertility (Garrido et al., 2000; Pellicer et al., 2000). Activation of ovarian TLR4 by LPS has been studied in various animal and *in vitro* models. For instance, impaired antral follicle growth and function, as well as suppressed oestradiol production were reported in response to uterine *E. coli* infection, intravenous infusion with LPS and following exposure of granulosa cells to LPS *in vitro*, in cattle and sheep (Battaglia et al., 2000; Herath et al., 2007; Sheldon et al., 2009). A recent study in adult mice has demonstrated that LPS-induced atresia of primordial follicles is mediated via TLR4, since no follicle atresia was evident in *TLR4*-deficient mice (Bromfield and Sheldon, 2013).

The long-term effect of neonatal LPS exposure on TLR4 expression has been previously assessed in adult rats. Increased TLR4 mRNA expression was evident in the spleen and liver, two primary organs responsible for the synthesis of pro-inflammatory cytokines (Tracey, 2002), of neonatally-treated animals (Mouihate et al., 2010). In addition, increased expression of COX-2, the principal target of TLR4 activation, in the liver of LPS-treated animals was associated with a transient rise in circulating prostaglandin and increased activation of the HPA axis, in response to adult LPS exposure (Mouihate et al., 2010). These outcomes suggest that early life exposure to LPS has a persistent programming effect on the neuroimmune axis and this occurs via activation of TLR4. 

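The mRNA signal of Tlr4 was near the background of the arrays. Its probe was well above background on 2 of 3 LPS arrays and on no saline array, which gave a signal at least 1.01-fold higher in LPS-treated ovaries. The signals of the treatments overlapped (two-sided exact permutation test, p = 0.4), and limma gave an adjusted p = 0.648. No bound above 1 was had without LPS replicate 1 or without saline replicate 3, and with each other array left out in turn the bound lay between 1.02 and 1.13. Tlr4 met the 2-fold and unadjusted p criterion in limma without normalization between arrays, where the bound was 1.32, and without saline replicate 1, where it was 1.12.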

The current findings report that postnatal LPS challenge results in increased mRNA and protein expression of TLR4 in the neonatal ovary. In addition to its role in the LPS-stimulated MAPK pathway, TLR4 was associated with a number of inflammatory pathways activated in response to the neonatal treatment, as revealed by the canonical pathways analysis (i.e., role of pattern recognition receptors, MSP-RON and NF-κ B signaling pathways). Given the important regulatory role of TLR4 in reproductive function, activation of the receptor and the subsequent pro-inflammatory cascade in early life are most likely to have significant effects on ovarian development. Imbalance in the internal ovarian milieu may potentially interrupt the delicate process of follicular formation and growth, compromising reproductive capacity. Importantly, the process of primordial follicle assembly and development is highly conserved between mammals, and similar regulation of this process is considered to occur in different species, including humans (Skinner, 2005). Thus, while further studies are required to elucidate the immune mechanisms involved in the impaired ovarian development and functioning, our results importantly suggest that exposure to an immune challenge in early life, resulting in activation of TLR-related inflammatory pathways, may have significant consequences for programming of reproductive health in later life. Moreover, given that alterations in TLR4 expression are associated with pathological outcomes of common bacterial infections, such as *Escherichia coli* and *Chlamydia trachomatis*, including impaired fertility (Herath et al., 2009; Laisk et al., 2010), the current findings provide a valuable insight into the link between early life infection and fertility.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Appendix

A graphical representation of the top canonical pathways that were significantly upregulated by neonatal LPS treatment, as identified by Ingenuity Pathway Analysis. Red shading indicates up-regulation of the gene. No color indicates genes that form the pathway and have no change.

How the deposited data were processed for this re-analysis (not part of the article)

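Ovarian RNA from rats on PND 7 was measured on 6 single-colour Agilent arrays, 3 from LPS-treated and 3 from saline-treated animals. Arrays were grouped by the treatment and replicate number given for each, and these matched the design stated in the paper. The authors deposited, for each array, the spot intensity values written by Agilent Feature Extraction 10.5.1.1, together with its flags. They also deposited a table of the whole study, whose intensity values equal the processed signal of the same spots within 0.497% and are not scaled between arrays. The processed signal has the background subtracted and holds a surrogate value for spots that the software judged too dim. The log2 values, ratios and scaling described here were computed from the deposited intensities. The paper states a 2-fold difference and a p under 0.05 for the arrays, and its statistics section names analysis of variance for the data in general. The paper's text does not name a normalization or a test for the arrays.

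The main values were the log2 of the processed signal minus the 75th percentile of these values over the probes of each array. Spots flagged as non-uniform or as population outliers were removed, and spots of a probe were averaged. Probes needed at least 2 unflagged arrays in each group. limma 3.58.1 in R 4.3.3 (lmFit and eBayes) compared the treatments over 30367 probes, and p-values were adjusted by the Benjamini-Hochberg method. Genes were named through the RefSeq accession of each probe with a table of the GRCr8 assembly, used for names only. It gave a symbol for 17998 probes and 15154 symbols in all, while 12369 probes kept the name in the files and 1183 RefSeq accessions were not matched. For a gene with several probes the one with the highest mean signal was used, and other probes of the genes named in the paper are given where they differ.

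The genes named in the text were set by a rule before the data were examined. They are the 10 named genes with the largest change among those at least 2-fold at an adjusted p under 0.05, or at an unadjusted one if fewer than 10 passed, as was the case, with groups that did not overlap and a signal well above background on all arrays of a group, together with every gene that the paper names and its reference genes Actb and Tuba1a. Where a probe was not well above background on any array of a group, only a bound on the fold change is given, and none where that bound was under 1 or both groups were below background. Counts at the 2-fold criterion, counts of positive differences and the gene list tests use the fitted values of dim probes too, and where a median over a list includes such genes it is also given with them at their bound. With 3 arrays against 3, an exact permutation test cannot give a p below 0.1.

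On 14 gene lists written before the data were examined, camera was run with a preset correlation of 0.01, beside fry and camera with an estimated correlation. The lists cover TLR4 and MAPK signaling, PI3K, Akt and mTOR signaling, inflammatory response genes, interferon-stimulated genes, macrophage, oocyte and granulosa cell markers, theca and steroidogenic markers, proliferation and apoptosis genes, and kidney, skeletal muscle, oviduct and epithelial, and red blood cell markers. Another 2 lists, of adrenal medulla and adrenal cortex markers, were added after the data had been examined. The procedure was tested on simulated data for 30364 probes, 200 of them changed by a log2 of 2 to 3. At the 2-fold and unadjusted p criterion 98.5% of the changed probes were recovered, and at an adjusted p under 0.05 77.5% were, none with the wrong sign, while 395 unchanged probes were called at the unadjusted criterion. In unchanged data 5.26% of probes had an unadjusted p under 0.05 and 0 passed after adjustment. The simulated noise was independent between probes, whereas the real arrays deviated together over many probes. Changes below a log2 of 2 were not simulated. These rates thus need not hold for the real data, where 5018 of 30367 probes had an unadjusted p under 0.05 in limma.

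The alternatives, 23 in all, covered the background correction, the normalization between arrays, the authors' table in place of the scanner files, the treatment of dim and flagged spots, the methods' t-test and another limma setting, the slide row, the replicate number and the 28S/18S ratio of the RNA as covariates, the choice of probe for a gene, and each array left out in turn. The alternatives that combine 2 choices were added after their values had been seen. Array signal rather than read depth sets the precision here. The software's negative control spots were outside its range on all 6 arrays, with a mean net signal from 521 to 1025. The arrays share replicate numbers between treatments, and arrays with the same number deviated together from their group means, with correlations across probes of 0.298, 0.215 and 0.254 for numbers 1, 2 and 3. The pairing rests on these correlations alone. The litter and the animals behind each array were not used. The paper allocated whole litters to a treatment and took the array ovaries of each treatment from fewer litters than arrays. Arrays of a treatment thus cannot all stem from separate litters. The SDs, standard errors and p-values treat them as independent and do not account for this. The qRT-PCR, western blotting and immunohistochemistry measurements were not analysed here.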

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

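The tests with the replicate number, the slide row, the scaling and the other choices were set before the data were examined, except the 2 settings named as added. The number of higher and of lower probes at the 2-fold and unadjusted p criterion stood at 186 and 327. Both stayed within 1.5 times of this under median scaling, with flagged spots kept, under limma with trend and robust, with the 28S/18S ratio as a covariate, with 1 probe per gene name or the mean over a gene's probes, and with the replicate number as a block (245 and 383). The replicate block also gave 21 genes in place of 20 for Table 1, so single calls changed. It moved none of the counts at the 2-fold and unadjusted p criterion by over 1.5 times, but without a fold limit the number of higher probes at an unadjusted p under 0.05 rose from 746 to 1271, while the lower ones went from 4272 to 5036. Elsewhere the counts moved, and the cause was not tested except where stated. Normexp background correction gave 2 higher probes, Polr2m and 1 without a gene name, named after their values were seen. No background correction gave 0 and 211, quantile normalization 118 and 173, no normalization between arrays 1003 higher, the values deposited by the authors in 1 table for all arrays gave 1004 higher, and the methods' t-test 100 and 48. Keeping only probes well above background in at least 1 group left 103 and 177 of 20075 probes, keeping only those well above background on all arrays left 10 and 172 of 17585 probes, and a floor at the lowest signal well above background left 31 higher. With the slide row as a block, 1489 were higher and 66 lower, since the fit compares LPS replicate 1 with the saline arrays of its row, and 5 higher probes passed at an adjusted p under 0.05 in limma. These were Tmcc3, Fam50b and 3 without a gene name, named after their values were seen. The share of higher among all calls, 36.3% in the scaled values, was 81.5% without normalization between arrays, 40.5% under quantile normalization, 27.6% under median scaling and 95.8% with the slide row as a block. It was 67.6% with the methods' t-test on the scaled values, and without 1 array it was 69.1% (LPS replicate 3), 62.0% (LPS replicate 2), 60.5% (saline replicate 3), 51.6% (saline replicate 2), 33.9% (LPS replicate 1) and 33.1% (saline replicate 1). With no normalization between arrays and the methods' t-test together, a setting added after its values were seen, 422 were higher and 3 lower. Spp1, Sbk2 and 1 probe without a gene symbol were the 3, named after their values were seen.

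Leaving out 1 array gave 129 to 374 higher and 81 to 757 lower probes. At an adjusted p under 0.05 in limma the count was 0 with each array left out, except that it was 8 higher and 282 lower without saline replicate 1, so the range is 0 to 8 and 0 to 282. Counts of lower probes fell most without LPS replicate 3 (81) and saline replicate 2 (121). The median log2 fold change over all probes, -0.04, was 0.34 without normalization between arrays, with the authors' table, and with the added setting of no normalization and t-test, and lay between -0.13 and 0.030 with 1 array left out.

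The genes of the paper's lists that passed the criterion numbered 1 for the MAPK pathway, 3 for Table S4 and 20 for Table 1. With normexp or no background correction each count was 0, and without normalization or with the authors' table they were 4, 13 and 66. The filter on all arrays gave 0, 1 and 2, the filter on at least 1 group 0 for the MAPK pathway and 13 for Table 1, the floor 0, 1 and 5, and the methods' t-test 0, 1 and 12. The slide row as a block gave 5 for Table S4 and 34 for Table 1. In the settings added after their values were seen, no normalization with the t-test gave 2, 10 and 59, and no normalization with any probe of the gene counted gave 7, 19 and 85. With 1 array left out the ranges were 0 to 2, 1 to 9 and 10 to 40.

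Among single genes, the direction reversed for those with small differences. Prkd3 turned from 0.13 to -0.27 and Rela from 0.10 to -0.12 with the slide row as a block. For Tlr4, where only a bound is given, the fitted difference, which is not a fold change, turned to -0.0093 without background correction. Nos2, at -0.18, became 0.038 with normexp, 0.031 without background correction, 0.13 under quantile normalization, 0.20 without normalization (with the t-test or without), 0.20 with the authors' table and 2.43 with the slide row as a block. The reference genes moved with the scaling. Actb, at -0.03, became 0.0092 with normexp, 0.020 without background correction, 0.13 under quantile normalization, 0.35 without normalization or with the authors' table, and 0.078 with the slide row as a block. Tuba1a, at -0.02, became 0.049 under quantile normalization, 0.35 without normalization or with the authors' table, and 0.16 with the slide row as a block. With 1 array left out, Prkd3 ranged from -0.027 to 0.32, Rela from -0.017 to 0.23, Nos2 from -1.48 to 1.17, Actb from -0.17 to 0.11 and Tuba1a from -0.25 to 0.13. None of these genes passed a test in the main setting. The 10 genes with the largest fitted differences kept their direction under every alternative run, but each fell short of the 2-fold and unadjusted p criterion under 3 to 9 alternatives, among them the methods' t-test for all 10.

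Of the 14 gene lists, 4 passed in camera, and 0 did under fry or with an estimated correlation. With 1 array left out the number was 2 to 6, with the lowest count without LPS replicate 3. Signal over background limits the dim probes. Of the 30367 probes, 8023 were well above background on no array.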

Differences from the paper's values

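The paper reports 710 genes higher in LPS-treated ovaries, and 186 probes were higher here. The paper's value was within 1.5 times of the count without normalization between arrays (1003) and with the authors' table (1004), and of no other alternative set before the data were examined, where the counts lay between 0 and 1489. The added setting of no normalization with the methods' t-test gave 422 higher and 3 lower, chosen after seeing the values, and is not the paper's stated method. The numbers of changed genes (the paper's 712 against 513) and their share (the paper's 2.4% against 1.69%) were within 1.5 times of each other in the main setting, which counts probes. They also were under median scaling, with flagged spots kept, with trend and robust, with the replicate block, with the 28S/18S ratio and without LPS replicate 1 or saline replicate 3, but not under the other 16 of the 23 alternatives nor the added one. With 1 probe per gene name the count was 420 (1.56%), and with the mean over a gene's probes 416 (1.55%). Over all of these the count lay between 148 and 1555, and between 250 and 1131 with 1 array left out.

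Table 2 of the paper gives fold changes measured by qRT-PCR, with SEM, for genes whose array fold changes were computed here, so a difference between assays is part of each comparison. For Pik3r1 the paper reports 3.32 and the array gave 1.60. For Prkcb the paper reports 3.71 and the array gave 1.60. For Prkd3 the values were the paper's 5.11 and 1.09, for Rela the paper's 3.72 and 1.07, and for Rras2 the paper's 7.45 and 1.21. For Prkcz the paper reports -1.61, a value it does not mark as significant, and the array gave 1.48, in the opposite direction. None of the alternatives set before the data were examined, nor the setting added later, brought the value within the paper's for any of these 6 genes. Over them all, the array folds ranged from 1.42 to 2.08 for Pik3r1, 1.38 to 2.08 for Prkcb, 1.14 to 1.92 for Prkcz, -1.20 to 1.42 for Prkd3, -1.09 to 1.39 for Rela and 1.02 to 1.58 for Rras2. These folds are of the brightest probe or the mean over a gene's probes. In the main setting another probe gave 1.61 for Rela and 1.72 for Rras2, also below the paper's values. Another of Prkd3 gave a bound of at least 1.25, which the paper's value exceeds. For Tlr4 only a bound of at least 1.01-fold was had, which the paper's 2.35 exceeds.

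The paper states that nearly all changed genes were higher and names Sbk2 and Teddm1 as the lower ones. Here 327 probes were lower, and the brighter Sbk2 probe fell short of the 2-fold limit, while the other probe of Sbk2 and the mean of its probes passed it in limma, as did the other probe in the added setting of no normalization with the methods' t-test, chosen after seeing the values. Of the 8 MAPK pathway genes with a probe, 1 was called here by its brightest probe and 3 by any probe. The further calls came from a Prkcb probe well above background on no array and a Prkd3 probe so on no saline array. Without normalization 4 were called by the brightest probe, Pik3r1, Prkcb and Tlr4 among them. Counting any probe without normalization gave 7, a setting chosen after seeing the values. Without normalization and with the methods' t-test, also chosen after seeing the values, Pik3r1 was called, and without saline replicate 1 Tlr4 was.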

Other observations

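The tests on adrenal transcripts, the tests on dim probes, scaling and other splits of the arrays for the excess of lower probes without a fold limit, and the test on dim probes for the excess of higher probes in the methods' t-test, were chosen after their results or the patterns behind them had been seen, as were the forms of the tests on dim probes and on other splits of the arrays for the excess of higher probes. The numeric limits used to judge all tests were set after some counts had been seen.

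The paper reports an excess of higher over lower probes. In the deposited signals without scaling 81.5% of the calls were higher, and in the scaled values 36.3% were in limma. The scaled values also gave an excess in other fits, with 67.6% of the calls higher in the methods' t-test, 69.1% without LPS replicate 3, 62.0% without LPS replicate 2, 60.5% without saline replicate 3, and 95.8% with the slide row as a block, where LPS replicate 1 alone is set against the saline arrays. The excess thus depended on the test and on single arrays as well as on the scaling. Under quantile normalization 40.5% of the calls were higher, but that method gives every array the same distribution and would remove a broad increase in expression as readily as a difference in brightness, so it does not decide between them. Dim probes were not its whole source in the unscaled values, where 68.7% of the calls were higher among probes well above background on all arrays (233 higher and 106 lower), and it stays open how far they add to it. In the scaled values the same probes showed no excess, with 10 higher and 172 lower when fitted alone (5.49% higher). Among the calls of the methods' t-test, 5 of the 28 at these probes were higher (17.9%), against 86 of the 95 at probes well above background on some arrays. The share at the probes bright on all arrays was also low without LPS replicate 3 (16.9%), LPS replicate 2 (19.7%) or saline replicate 3 (38.9%), and it was 84.8% with the slide row as a block. These shares do not test dimness, since a probe raised from a dim saline signal is not among those bright on all arrays (137 of the 186 higher calls were well above background on no saline array), and the lower calls among the bright probes follow saline replicates 2 and 3 (saline replicate 1 lay nearer the LPS mean at 143 of 151). How far dim probes make the excess in these fits thus stays open. The slide position stays open too. At the higher calls made without LPS replicate 1, that array lay nearer the saline arrays at 179 of 308 (58.1%), and at the lower calls at 379 of 600 (63.2%), majorities too small to decide. The 6 arrays can be split into 3 and 3 in 10 ways. Without scaling, 4 splits, the real one included, gave an excess of one direction at least as large as the real 776 probes, so chance cannot be excluded. An effect of LPS remains open and untested.

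The number of changed probes in the scaled values was 513, and 6 of the 10 splits, the real one included, gave at least as many, so chance cannot be excluded for it either. Among the 4 splits that part all 3 replicate numbers, the real one gave 513, and the others 65, 34 and 641.

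At an unadjusted p under 0.05 without a fold limit, 4272 of 5018 probes were lower. Most of them were dim. Of the 8023 probes well above background on no array, 3801 had an unadjusted p under 0.05, and 3731 of these were lower, with a median fitted log2 difference over the 8023 of -0.57. With only the probes well above background on all arrays fitted, the share of lower probes was 56.9%, and with those well above background in at least 1 group it was 44.1%. As a probe's own change decides in part which of these filters it passes, how far dim spots make the excess in these values stays open. With other background treatments the excess was not limited to them, since 81.9% of the probes past that p were lower with normexp background correction and 77.1% without background correction, and among probes well above background on all arrays the shares were 73.4% and 72.9%. The excess was lost or turned round with other scalings. The share of lower probes was 46.2% under quantile normalization (688 of 1490) and 12.9% without normalization between arrays (238 of 1844), against 89.8% under median scaling, and of the 8023 dim probes 196 and 176 passed that p in the first 2 of these, 93 and 21 of them lower. Quantile normalization gives every array the same distribution, and without normalization the LPS arrays are brighter on average, with a median log2 difference of 0.34 over all probes, so neither shows whether the scaling makes the excess, and this stays open. With the slide row as a block the share was 8.0%, from LPS replicate 1 against the saline arrays of its row. With each array left out in turn it lay between 72.7% and 85.4%. Of the 10 splits, 1, the real one, gave an excess at least as large as the real 3526 probes, which with 10 splits cannot exclude chance. No fold change can be read at the 8023 dim probes, so their part of the excess is no evidence of an effect of LPS. For the brighter probes such an effect remains open and untested.

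Saline replicates 2 and 3 carried transcripts of the adrenal gland. The list of adrenal medulla markers had medians of -4.81, -4.78, -5.42 and -5.08 on LPS replicates 1, 2 and 3 and saline replicate 1, and of 1.48 and 0.66 on saline replicates 2 and 3. The medians of the adrenal cortex markers were -4.14, -4.43, -4.32 and -4.91 on the same 4 arrays and 1.26 and 1.30 on saline replicates 2 and 3. The smallest gap between those 2 arrays and the other 4 was 5.39 log2 units. On saline replicates 2 and 3, the log2 signal was 5.96 and 6.67 for the probe of Cyp21a1, 5.62 and 6.05 for that of Cyp11b1 and 4.84 and 4.85 for that of Akr1b7, and on the other 4 arrays it was at most 0.24, -6.26 and -6.68. Cyp11b1 and Akr1b7 were not well above background on any of those 4 arrays. Of the list members, 3 of 10 medulla and 5 of 10 cortex markers were also well above background on all 3 LPS arrays. The gap was 5.35 under quantile normalization, against a cause in the scaling. Saline replicate 1 differed from the mean of the LPS arrays by at most 0.62 over both lists. This argues against an effect of LPS only if the label of saline replicate 1 is right. Adrenal tissue in the RNA of saline replicates 2 and 3 is a candidate explanation that remains. Camera gave an adjusted p of 0.000235 for each list, lower in LPS, but fry gave 0.163. With the labels as given, the pattern follows 2 arrays and not the treatment. At the 327 lower calls saline replicate 1 lay nearer the LPS mean at 268 (82.0%), and at 143 of the 151 well above background on all arrays (94.7%), against 27 of the 186 higher calls. A wrong label on saline replicate 1 cannot be told apart from this by the calls alone. At the calls made without it, it lay nearer the LPS arrays at 254 of 374 higher (67.9%) and 717 of 757 lower ones (94.7%), which go with a wrong label. Transcripts brought to saline replicates 2 and 3 alone would also give the lower ones, and the higher ones do not set it apart, since saline replicate 3 lay nearer the LPS arrays at 68.8% of the higher and 71.7% of the lower calls made without it, and saline replicate 2 at 23.3% and 12.4%.

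Gene lists beyond those of the paper's pathways gave the following. Oocyte markers (median log2 fold change 0.48, 14 of 15 genes positive, adjusted p = 0.00239), proliferation genes (0.17, 16 of 16, 0.00239) and oviduct and epithelial markers (0.37, 13 of 14, 0.0091) were higher in LPS-treated ovaries in camera, with none kept by fry or an estimated correlation. Of these, oocyte markers lost the call without LPS replicate 2 (adjusted p = 0.122), LPS replicate 3 (0.155) or saline replicate 1 (0.0504), proliferation genes without LPS replicate 3 (0.0549), and oviduct and epithelial markers without LPS replicate 1 (0.207), saline replicate 2 (0.288) or saline replicate 3 (0.0522). Granulosa cell markers had a median of 0.17 (adjusted p = 0.114), apoptosis genes -0.01 (0.623), kidney markers -0.02 (0.760), skeletal muscle markers 0.24 (0.257) and red blood cell markers -0.68 (0.0735). With dim genes at their bound or left out, as in the passages, the medians of the last 4 lists were 0 over 15 genes, 0.024 over 14, 0.30 over 10 and -0.68 over 6. Theca and steroidogenic markers had a median of -1.14 (0.434), or -1.64 without the 1 gene not well above background on any array, which follows the 2 arrays with adrenal transcripts. The median of that list was 0.24 and 0.62 on saline replicates 2 and 3 and -1.79 on saline replicate 1, against -2.05, -0.54 and -1.02 on LPS replicates 1, 2 and 3, and Cyp11a1, which the adrenal cortex also expresses, was at 6.17 and 6.58 on saline replicates 2 and 3 and -2.63 on saline replicate 1. For the oviduct and epithelial markers, too, saline replicate 1 at a median of 2.06 lay with the LPS arrays (2.25, 1.67 and 1.66) and saline replicates 2 and 3 lay lower at 0.92 and 1.18. For the oocyte markers, LPS replicate 1 at a median of -0.79 lay below saline replicates 1, 2 and 3 (-0.18, 0.17 and 0.61). LPS replicates 2 and 3 lay above the saline arrays at 1.15 and 0.87.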
